A study of Homo sapiens with 12 samples. Its data were reported in "Senataxin prevents replicative stress induced by the Myc oncogene" (2025).

How the data were processed

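EdU-seq with hydroxyurea (EdU-HU-seq) was analysed in U2OS-MycER cells, a human osteosarcoma cell line that carries Myc fused to the hormone-binding part of the estrogen receptor. The fusion responds to 4-hydroxytamoxifen (OHT). Cells carried a doxycycline-inducible short hairpin RNA that was either non-targeting (shNT) or directed against CDK12 (shCDK12), a kinase of transcribing RNA polymerase II. Per the labels, doxycycline was given at 1 µg/mL to induce the hairpins, and OHT at 300 nM over 40 h to switch on the fusion. Mitotic cells were collected after 8 h in 100 ng/mL nocodazole and then kept for 24 h in 25 µM EdU and 2 mM hydroxyurea. EdU is a thymidine analogue that marks newly made DNA, and hydroxyurea starves replication of nucleotides, so that the label stays near the origins that fire first. Labelled DNA was coupled to biotin, isolated and sequenced.

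The labels describe 12 samples, 3 for each of 4 conditions (shNT, shNT + OHT, shCDK12 and shCDK12 + OHT). The values came from 4 deposited lists of broad regions, 1 per condition, which the authors called on the merged reads of the replicates. Each region is read here as an early replicating region (ERR). The caller, its version, the aligner, any control library and any removal of duplicate reads are not stated. All region limits lie on a grid of 400 bp windows, and no gap between regions was shorter than 4400 bp, so that stretches of up to 4000 bp without signal were bridged inside a region. The deposited read count of a region is a whole number summed over the merged replicates and not scaled to library size. The deposited score of a region is the authors' own value, at most 1000 per window. It was used to rank and describe regions inside their list and, in 1 alternative, as a common minimum of 146 (the highest of the lowest scores of the 4 lists), although it is not stated whether scores of different lists are on a common scale.

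Coordinates are those of the deposited lists, on hg19 per the study's methods, and are printed counted from 1. On 14 of 25 chromosomes the lists reached past the end of the hg38 sequence by more than a 400 bp window. Chromosome M, where the last window ended at 16800 against a length of 16569, was not counted. The annotation at hand was of hg38 and was not used, so the regions are given by position, and their overlap with genes was not analysed here.

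Full library sizes were not used here, and reads inside regions are not a measure of library depth, because a list with more called length holds more reads. Regions at most 2 kb wide in every list and found exactly once in each served as a reference for the reads of broad regions. Their reads are a stand-in for relative depth and not a measurement of it. With 1 merged list per condition there is no replicate error. Wilson 95% intervals of shares and bootstrap 95% intervals over regions or chromosomes (1000 resamples) cover counting error and the spread between regions of these lists only, and regions are not independent replicates of a condition.

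A region was counted as shared when it overlapped a region of the other list by at least 1 bp. Shares were computed in both directions for the 4 comparisons that differ in 1 factor, and the base-pair Jaccard index (bases in both lists over bases in either) for all 6 pairs. Overlap was tested against chance with 1000 circular shifts of one list along each chromosome, within the span the lists cover together (one-sided permutation test, Benjamini-Hochberg adjustment over 6 pairs). Regions of shNT + OHT absent from shNT were called OHT-gained, and their presence in the shCDK12 lists was tested with 1000 circular shifts of those lists (two-sided permutation test). Because such gains share the shNT list as a control, 1000 sets of unchanged lists were simulated in which a region was detected with the mean frequency of regions of its score rank. Widths were compared over regions that overlapped 1 region of the other list and were overlapped by no other. The regions named are the widest and the highest-scoring region of each list, and in each comparison the widest region of either list that was absent from the other. The tests, the naming rule and the alternatives were set before the data were examined, except where a choice is described as made after seeing the data. The comparison of reads between narrow and broad regions, the simulated unchanged lists and the merged set of the 4 lists were not among the results planned in advance.

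Alternatives covered the overlap rule, the width of regions, joining of neighbours, restriction to autosomes, the size of the lists compared and the way chance placement was drawn. The functions were tested on simulated data: all 200 regions planted outside the shNT list were recovered as absent from it, and 4 of 100 lists placed by chance reached a p-value at or under 0.05. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.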

Results

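To map where DNA synthesis begins in cells with and without activated MycER, and with and without CDK12, U2OS-MycER cells were released from mitosis into EdU and hydroxyurea, and the EdU-labelled DNA was sequenced. The 12 samples fell into 4 conditions of 3 samples each: shNT, shNT + OHT, shCDK12 and shCDK12 + OHT. The deposited lists of early replicating regions (ERRs) hold 1 merged list per condition, so none of the differences below has a replicate check, and the intervals describe the lists, not the spread between cultures. Reads inside the called regions numbered 19042128 in shNT, 51968675 in shNT + OHT, 14926387 in shCDK12 and 30559372 in shCDK12 + OHT. Outside chromosome M, the mean read density of the regions was 39.0 reads per kb in shNT, 102 in shNT + OHT, 29.2 in shCDK12 and 52.3 in shCDK12 + OHT.

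The list of shNT held 3874 ERRs that covered 447 Mb (95% bootstrap interval 431 to 464). In shNT + OHT there were 4653 ERRs over 494 Mb (477 to 512), in shCDK12 4896 ERRs over 457 Mb (441 to 474), and in shCDK12 + OHT 4762 ERRs over 552 Mb (533 to 572). The number of regions and the covered length did not rank the conditions alike: shCDK12 had the most regions, and shCDK12 + OHT covered the most sequence. Median widths were 74.4 kb in shNT (95% bootstrap interval 71.6 to 76.4), 60.4 kb in shNT + OHT (58.4 to 62.8), 55.6 kb in shCDK12 (54.0 to 57.6) and 71.2 kb in shCDK12 + OHT (69.2 to 72.8). Apart from a limit to regions above the median score of each list, which sets the number by its construction, joining regions up to 100 kb apart, an alternative chosen after seeing the data, moved the counts most, to 2143 regions in shNT, 2434 in shNT + OHT, 2307 in shCDK12 and 2208 in shCDK12 + OHT. With a common minimum score in all lists, also chosen after seeing the data, the order changed: there were 3874 regions in shNT, 4278 in shNT + OHT, 3814 in shCDK12 and 4662 in shCDK12 + OHT. The median width was then 73.2 kb in shCDK12 and 74.4 kb in shNT, so that the narrower median of shCDK12 nearly disappeared. This minimum is the lowest score of shNT, so it removed regions of the other lists but none of shNT. The widest ERR of shNT, which also had the highest score of that list, spanned 2204.4 kb on chromosome 11 (hg19, 64341201 to 66545600) and held 180720 reads. The widest and highest-scoring regions of shNT + OHT (64281601 to 66899600, 2618 kb, 599903 reads) and of shCDK12 + OHT (63968401 to 66896800, 2928.4 kb, 284724 reads) overlapped it. In shCDK12 the widest ERR was on chromosome 19 (428401 to 2189200, 1760.8 kb, 82801 reads), and the highest-scoring one on chromosome 17 (78826001 to 79540000, 714 kb, 56757 reads).

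**Figure D1:**
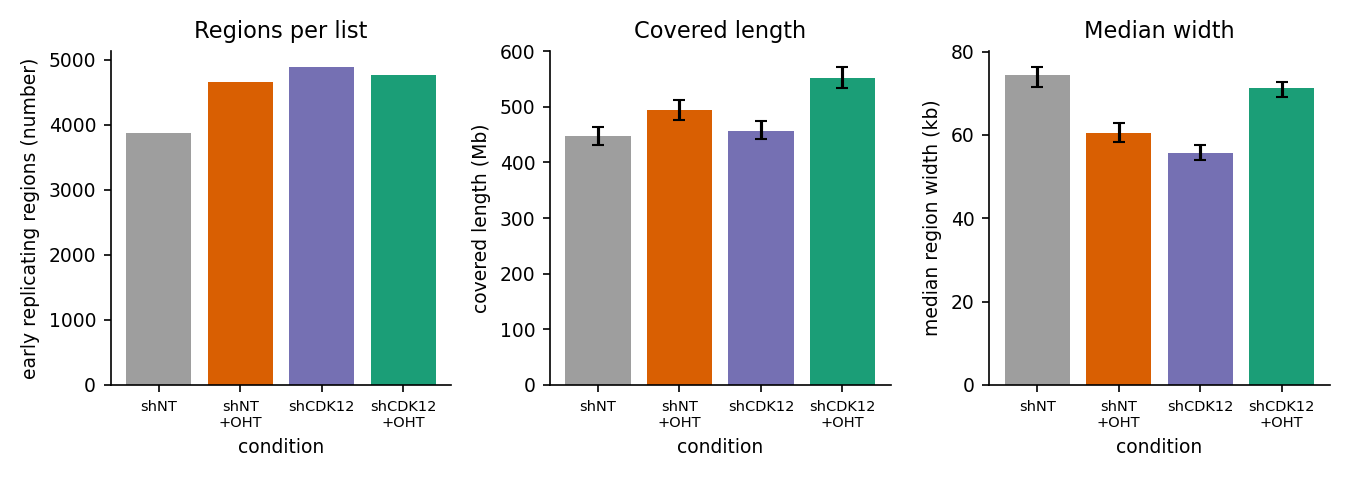
Number of early replicating regions, covered length in Mb and median region width in kb for each of the 4 conditions, with 95% bootstrap intervals over regions on the last pair of panels. The number was highest in shCDK12 (4896), whereas the covered length was highest in shCDK12 + OHT (552 Mb).

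The first comparison asked which ERRs change when MycER is activated in cells with CDK12. Of the 3874 ERRs of shNT, 3812 overlapped an ERR of shNT + OHT, a share of 98.4% (Wilson 95% interval 98.0 to 98.7), and 62 did not. In the other direction, 3665 of 4653 ERRs of shNT + OHT were present in shNT (78.8%, interval 77.6 to 79.9), and 988 were absent from it. The shNT list was therefore nearly contained in the list with OHT. The 988 regions were narrower than those shared with shNT, with a median width of 31.4 kb against 77.6 kb, and had fewer reads, with a median of 34.1 against 61.6 reads per kb. All of them scored below the median score of their own list. They made up 6.61% of the length that list covered. The base-pair Jaccard index of these lists was 0.839 (bootstrap over chromosomes 0.822 to 0.853). The widest region present only with OHT was on chromosome 7 (30688801 to 30827200, 138.4 kb, 5252 reads), and the widest one present only without it on chromosome 18 (6537201 to 6596400, 59.2 kb, 673 reads). Covered length was higher with OHT on 23 of 23 chromosomes outside Y and M, by a factor of 1.07 on chromosome 19 to 1.28 on chromosome 13. Among the overlap rules, a reciprocal overlap of 50% moved this pair most, to 87.7% of shNT regions and 73.0% of shNT + OHT regions.

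The next comparison addressed silencing of CDK12 without OHT. Of the shNT regions, 3639 (93.9%, Wilson interval 93.1 to 94.6) overlapped an ERR of shCDK12, and 3905 of 4896 shCDK12 regions (79.8%, 78.6 to 80.9) overlapped one of shNT. The Jaccard index was 0.788 (0.764 to 0.807). Silencing left the covered length within the bootstrap intervals of both lists, with a difference of 9.76 Mb, although 1022 more regions were called. Each interval was drawn from its own list alone and does not measure the error of the difference. With the common minimum score shCDK12 held fewer regions than shNT. The 991 regions absent from shNT had a median width of 30 kb, against 69.6 kb for those shared. Part of the higher number came from regions that were divided: 405 regions of shNT each overlapped at least 2 regions of shCDK12, whereas 177 regions of shCDK12 did so with shNT. Covered length was higher in shCDK12 on 14 of 23 chromosomes and lower on 9. The lowest ratio was on chromosome X (0.845). The widest region only in shNT was on chromosome 19 (4963601 to 5096000, 132.4 kb, 1636 reads), and the widest only in shCDK12 on chromosome 2 (111458801 to 111589200, 130.4 kb, 1636 reads).

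With active MycER, silencing of CDK12 was compared between shNT + OHT and shCDK12 + OHT. Of the shNT + OHT regions, 4119 (88.5%, Wilson interval 87.6 to 89.4) were present in shCDK12 + OHT, and 4058 of 4762 regions (85.2%, 84.2 to 86.2) were shared in the other direction. The Jaccard index of 0.759 (0.733 to 0.780) was the lowest of the 4 comparisons that differ in 1 factor, although its interval overlapped those of OHT in silenced cells and of silencing without OHT. The covered length was 58.6 Mb higher in shCDK12 + OHT, although its regions held 0.571 times the reads outside chromosome M, over more covered length. The bootstrap intervals of the 2 lists did not overlap, but each was drawn from its own list alone. They ignore that the lists cover largely the same places, so they do not measure the error of the difference. The 704 regions absent from shNT + OHT had a median width of 47.2 kb, against 30.4 kb for the 534 regions absent from shCDK12 + OHT. Covered length was higher with silencing on 21 of 23 chromosomes. It was lower on chromosome X (0.880) and on chromosome 19 (0.978). The widest region only in shCDK12 + OHT was on chromosome 12 (4945601 to 5156800, 211.2 kb, 5295 reads). The widest only in shNT + OHT was also on chromosome 12 (104747201 to 104855600, 108.4 kb, 4464 reads).

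MycER activation in silenced cells was compared between shCDK12 and shCDK12 + OHT. Of the shCDK12 regions, 4580 (93.5%, Wilson interval 92.8 to 94.2) were present with OHT, and 4023 of 4762 regions (84.5%, 83.4 to 85.5) were shared in the other direction. The Jaccard index was 0.766 (0.740 to 0.788). Covered length was 95.3 Mb higher with OHT, an increase of 20.8%, against 46.5 Mb and 10.4% in shNT cells. It was higher on 23 of 23 chromosomes, by a factor of 1.06 on chromosome 19 to 1.44 on chromosome 13. In contrast to shNT cells, the number of regions was lower with OHT, although with the common minimum score it was higher by 848. Of the lists as deposited, 570 regions of shCDK12 + OHT each overlapped at least 2 regions of shCDK12, and 158 regions of shCDK12 did so in the other direction. The widest region only in shCDK12 + OHT was on chromosome 1 (167390801 to 167561600, 170.8 kb, 4039 reads), and the widest only in shCDK12 on chromosome 15 (39459201 to 39598000, 138.8 kb, 2305 reads).

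All 6 pairs of lists shared more bases than chance placement gave. For shNT and shNT + OHT, 429 Mb lay in both lists, against a mean of 102 Mb over 1000 circular shifts (SD 6.70), a ratio of 4.21. The other ratios were 4.16 for shNT and shCDK12, 3.67 for shNT + OHT and shCDK12 + OHT, 3.79 for shCDK12 and shCDK12 + OHT, 3.64 for shNT and shCDK12 + OHT, and 4.05 for shNT + OHT and shCDK12. In each pair the one-sided permutation p and its Benjamini-Hochberg adjusted value over the 6 pairs were 0.001, the smallest that 1000 shifts can give. Shifts of only 0.5 to 2 Mb lowered the ratios most, to 2.45 for shNT and shNT + OHT, with the same p.

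**Figure D2:**
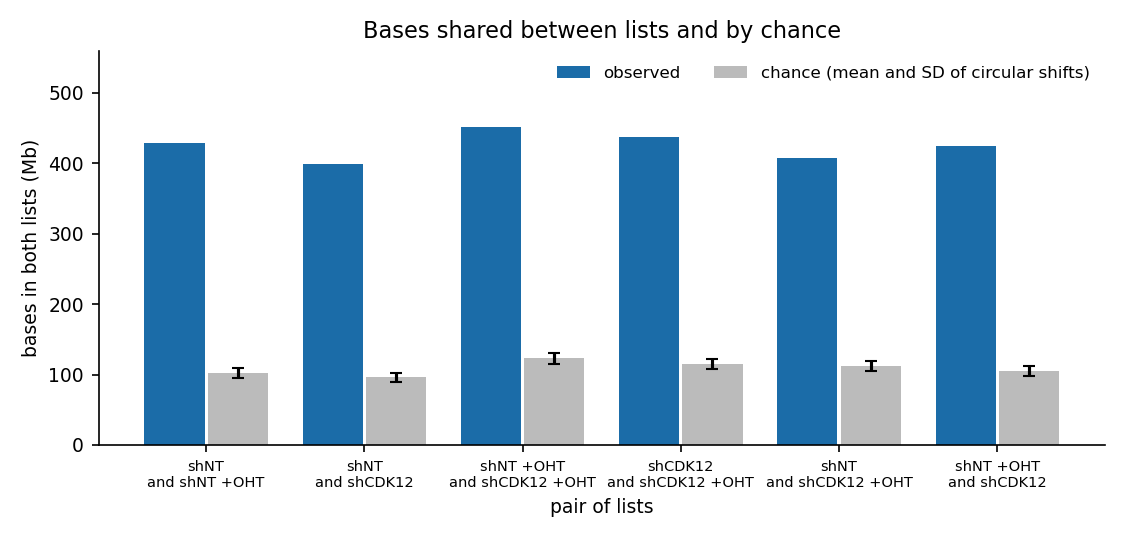
Bases present in both lists (Mb) for each of the 6 pairs, observed and as the mean over 1000 circular shifts, with the SD of the shifts as error bars. Observed values were 3.64 to 4.21 times the mean by chance.

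Regions gained with OHT in shNT cells were then looked up in the lists of silenced cells, to ask whether they also appear when CDK12 is silenced. Of the 988 OHT-gained regions, 531 (53.7%, Wilson interval 50.6 to 56.8) were present in shCDK12 without OHT. Circular shifts of the shCDK12 list gave 22.0% (two-sided permutation p = 0.002, the smallest that 1000 shifts can give). The share was 93.9% among the regions that shNT + OHT shared with shNT. In shCDK12 + OHT, 705 of the gained regions were present (71.4%, 68.5 to 74.1), against 25.3% by circular shifts (permutation p = 0.002) and 93.2% among the regions shared with shNT. Because weakly detected regions drop out of any list by chance, unchanged lists that share 1 control also find gained regions again: in 1000 simulated sets the share averaged 61.0% (55.5 to 67.3). The share in shCDK12 lay below all simulated sets and the share in shCDK12 + OHT above all of them, but the sets gained fewer regions than the lists did (587 on average, against 988). With each list limited to its 3874 highest-scoring regions, an alternative chosen after seeing the data, the shares were 39.7% and 63.5%, against simulated values of 58.0 to 70.6%, so that the second share no longer stood out. With the common minimum score they were 32.3% and 74.0%, against simulated values of 53.9 to 67.1%.

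**Figure D3:**
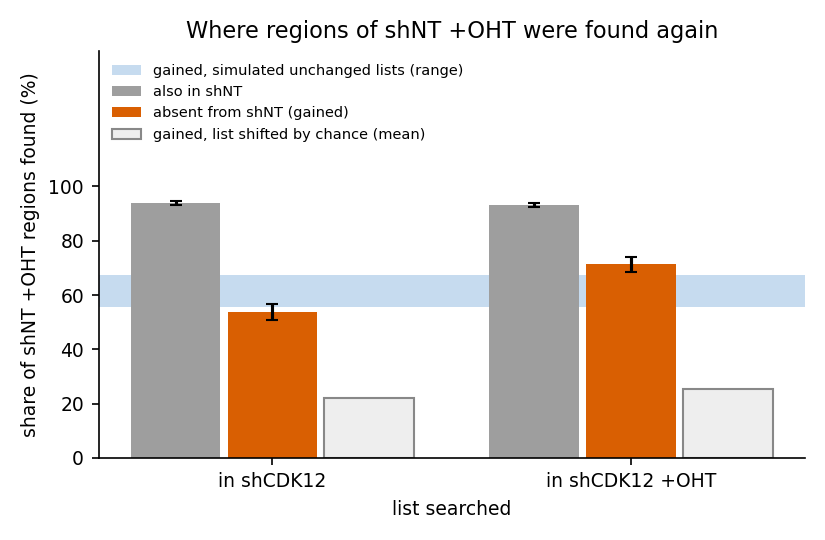
Share (%) of shNT + OHT regions found again in shCDK12 and in shCDK12 + OHT, for regions also in shNT and for regions absent from it, with Wilson 95% intervals, beside the mean of circular shifts and the range over simulated unchanged lists (band). Gained regions were found again in 53.7% and 71.4% of cases, and regions also in shNT in 93.9% and 93.2%.

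When the 4 lists were merged into 4996 regions over 611 Mb, 2985 merged regions (59.7%) held an ERR of every list, and these made up 83.8% of the merged length. A further 394 were missing only in shNT. Regions of a single list numbered 462 in shCDK12 + OHT, 235 in shNT + OHT, 120 in shCDK12 and 24 in shNT. Those of shCDK12 + OHT had a median width of 47.6 kb, against 26.4 kb in shNT + OHT and 11.4 kb in shCDK12. Regions present in both lists with OHT and in neither without numbered 187, and those present in both silenced lists and in neither shNT list 219.

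**Figure D4:**
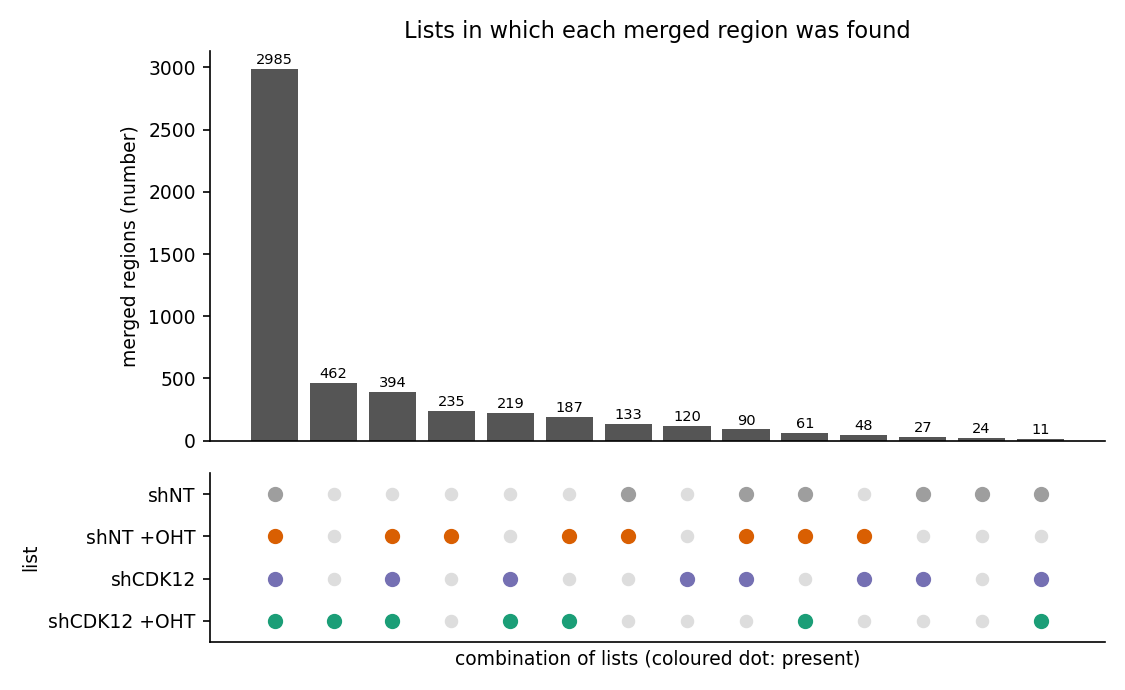
Number of merged regions found in each combination of the 4 lists, with coloured dots marking the lists that hold the region. Of 4996 merged regions, 2985 were in all lists, and 462 were in shCDK12 + OHT alone.

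Widths were compared over regions that matched one to one. With OHT in shNT cells, the median log2 width ratio of 3165 matched regions was 0.00, with 47.8% wider and 46.3% narrower. Silencing without OHT gave a median of -0.04 over 2951 regions (bootstrap interval -0.05 to -0.04), with 34.9% wider, and the median was below 0 on 21 of 23 chromosomes. Silencing with active MycER gave 0.04 over 3149 regions (0.03 to 0.05), with 56.4% wider. Under a reciprocal overlap of 50%, the alternative run, this value was 0.02. With OHT in silenced cells the median was 0.11 over 3205 regions (0.10 to 0.13), with 68.1% wider, and it was above 0 on 23 of 23 chromosomes. The fall in median width of the whole list with OHT in shNT cells, from 74.4 to 60.4 kb, was thus not seen in the matched regions.

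Reads per region were compared over merged regions found exactly once in each list. In 57 regions at most 2 kb wide in every list, reads rose with OHT by a median log2 ratio of 1.14 in shNT cells (bootstrap interval 1.10 to 1.23) and 0.63 in shCDK12 cells (0.54 to 0.74). In 1653 regions over 30 kb wide in every list, the medians were 1.49 (1.475 to 1.503) and 1.12 (1.10 to 1.14). The broad regions thus rose by 0.35 more on the log2 scale than the narrow ones in shNT cells (0.25 to 0.39) and by 0.50 more in shCDK12 cells (0.37 to 0.58). With widths taken only from the list without OHT of the other background, chosen after seeing the data, the differences were 0.36 (0.27 to 0.41) and 0.52 (0.43 to 0.59). For silencing without OHT the difference was -0.06 (-0.16 to 0.05), which includes 0. For silencing with OHT it was 0.09 (0.01 to 0.17).

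**Figure D5:**
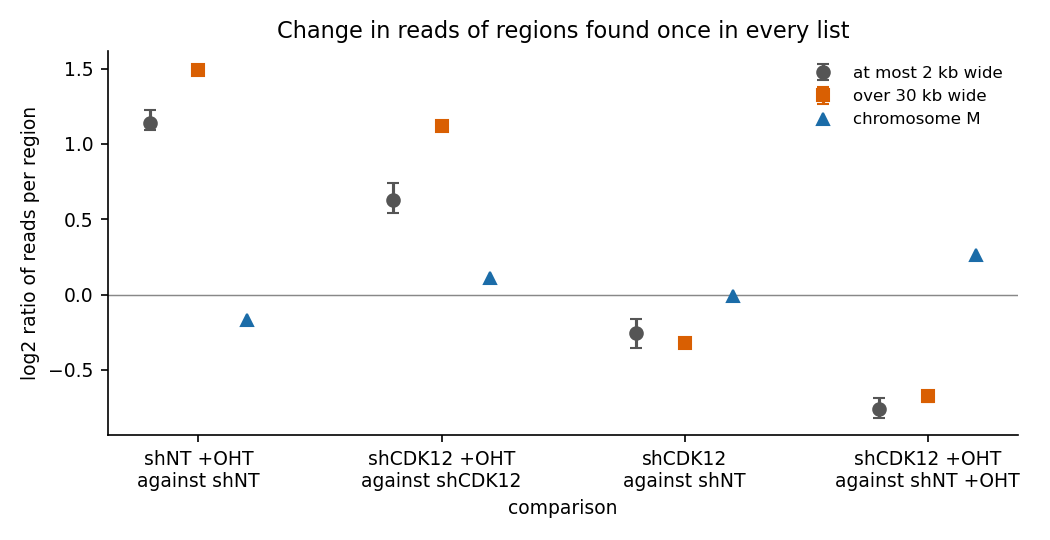
Median log2 ratio of reads per region in each comparison for regions at most 2 kb wide, regions over 30 kb wide and chromosome M, with 95% bootstrap intervals over regions. With OHT the broad regions lie above the narrow ones (1.49 against 1.14 in shNT cells, 1.12 against 0.63 in shCDK12 cells).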

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

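The tests of explanations in this part were chosen after the results were seen. Some reuse a value or an alternative set before the data were examined, such as joining across 10 kb. The effect of OHT on the number of ERRs had opposite directions in the 2 backgrounds: it rose by 779 in shNT cells and fell by 134 in shCDK12 cells. The difference was not tested, since there is 1 merged list per condition. Narrow regions, a stand-in for depth, held 0.839 times the reads of shNT in shCDK12 (log2 interval -0.36 to -0.17), while shCDK12 had 1022 more regions. This argues against an effect of depth in which more reads always give more regions, but not against one that changes direction with depth. Joining of neighbours is a candidate explanation of the fall in shCDK12: with OHT 739 regions were gained and 316 lost, a net rise of 423, while the regions that overlapped the other list went from 4580 to 4023. In shNT cells gains exceeded losses by 926, and overlapping regions went from 3812 to 3665. Counted as places of the merged set that hold a region, an alternative chosen after seeing the data, the number rose by 802 in shNT cells and by 425 in shCDK12 cells. The fall in overlapping regions went with 570 regions of shCDK12 + OHT that each overlapped at least 2 regions of shCDK12, against 158 in reverse. Joining regions up to 10 kb apart did not remove the opposite directions, with a rise of 736 and a fall of 102. Nor did joining across 100 kb, with a rise of 291 and a fall of 99. A fixed gap joins neighbours in both lists, gained ones included, so it cannot decide against this explanation. What led to the joining stays open. A difference in calling threshold between the lists stays open. With the common minimum score the number rose with OHT by 848 in shCDK12 cells and by 404 in shNT cells, so the opposite directions were absent, and shCDK12 (3814) no longer had more regions than shNT (3874). Whether the scores of different lists are on a common scale is not stated. Depth, a threshold and a biological effect of OHT in silenced cells therefore cannot be told apart as causes of the fall. Among regions at least 50 kb wide the number rose by 571 in shCDK12 cells and fell by 16 in shNT cells.

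The median width of ERRs also moved in opposite directions with OHT: it fell by 14 kb in shNT cells and rose by 15.6 kb in shCDK12 cells. This difference was not tested either. Addition of narrow regions may explain the fall in shNT cells, because the median width of regions that overlapped the other list rose by 2.4 kb there. In shCDK12 cells it rose by 20.4 kb. With the common minimum score the median width fell by 8 kb in shNT cells and by 0.8 kb in shCDK12 cells, so the opposite directions were not seen without the low-scoring regions. The highest possible score of a region rises with its width, so this does not separate weak signal from small width. Reads at narrow regions rose with OHT in both backgrounds (2.21-fold in shNT cells and 1.54-fold in shCDK12 cells), which argues against an effect of depth in 1 direction only. One that changes direction with depth cannot be told apart from an effect of OHT. A wider spread of early synthesis with OHT in silenced cells may explain the rest and was not tested against replicates.

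Chromosome M, which counts as 1 region of each list and lies outside the nuclear genome, held 1587463 reads in shNT, 1413690 in shNT + OHT, 1576695 in shCDK12 and 1698827 in shCDK12 + OHT. That is 8.34%, 2.72%, 10.6% and 5.56% of the reads inside regions. It is singled out because this signal, outside the main measurement, is far above 0. These totals stayed within a narrow range while nuclear regions rose with OHT. Depth as the whole cause is argued against: relative to narrow nuclear regions, chromosome M changed with OHT by -1.31 on the log2 scale in shNT cells and -0.52 in shCDK12 cells. The same value changed with silencing by 1.03 with OHT and 0.24 without, so it also moved where OHT was held fixed. Loss of duplicate reads at very high density stays open, because the densest nuclear region of shNT held 5348 reads per kb, against 94492 on chromosome M, so no nuclear region is dense enough to compare. This loss and an effect of OHT or of silencing on the ratio of mitochondrial to nuclear label cannot be told apart.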

How the results depend on the processing

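No paired analysis was possible because each condition has 1 merged list, so that neither a replicate block nor a pairing of replicates can be fitted. For the same reason the leave-one-out alternatives were not run. The overlap with genes and its alternative with 5 kb flanks were not run, since the annotation at hand was of another build. The common minimum score and limits to the highest-scoring regions at equal list size, to widths of at least 50 kb, to places of the merged set and joining across 100 kb were chosen after seeing the data, as was the width of narrow and broad regions taken from the list without OHT outside the comparison, under which the difference in reads stayed within its interval in both backgrounds.

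Overlap beyond chance kept its direction and an adjusted p of 0.001 in all 6 pairs under both other ways of placement, with ratios from 2.14 to 4.17. OHT-gained regions were found in both silenced lists more often than by chance (permutation p = 0.002) under the 50% overlap rule, the 10 kb gap, lists of equal size and the common minimum score. Covered lengths stayed inside their bootstrap intervals under the 3 alternatives run, and so did the Jaccard indices. For covered length these were autosomes only, widths of at least 10 kb and joining across 10 kb, which change little length. In shNT they gave 441.5, 446.8 and 449.4 Mb, against 447.3 Mb. The common minimum score and lists of equal size were not applied to covered length, so its dependence on a calling threshold was not tested. Median widths moved with joining across 10 kb in 4 lists. They also moved in 2 lists with the common minimum score, to 66.4 kb in shNT + OHT and 73.2 kb in shCDK12, and were then 74.4 kb in shNT and 72.4 kb in shCDK12 + OHT. The narrower median of shCDK12 against shNT was thus hardly seen without its low-scoring regions. The limit removed regions of shCDK12 but none of shNT. Because the highest possible score of a region rises with its width, weak signal and small width cannot be told apart here. Among the results that answer a comparison, 50 recomputed values moved and 90 did not. Of the 90, 48 stayed inside the interval of the main value and 22 counts stayed within 1.5 times the main count. The other 20 have a test and kept their direction and a p under 0.05, whatever their size. Of these, 3 shares of OHT-gained regions left the interval of the main value: in shCDK12 39.7% with lists of equal size and 32.3% with the common minimum score (53.7%, interval 50.6 to 56.8), and in shCDK12 + OHT 63.5% with lists of equal size (71.4%, 68.5 to 74.1). The ratios to chance have no such interval and fell with shifts of 0.5 to 2 Mb. The values that moved are given next.

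Region counts were 1937 in shNT, 2327 in shNT + OHT, 2448 in shCDK12 and 2396 in shCDK12 + OHT among the regions above the median score of each list, which follows from its construction. Joined across 100 kb they were 2143, 2434, 2307 and 2208 in that order, so that silencing with OHT lowered the number. It also did so joined across 10 kb (4266 in shNT + OHT, 4193 in shCDK12 + OHT). At least 50 kb wide were 2729 in shNT + OHT and 2671 in shCDK12, while 2745 in shNT and 3242 in shCDK12 + OHT stayed within 1.5 times. Among these, OHT lowered the number in shNT cells and raised it in silenced cells, and silencing without OHT lowered it. With the common minimum score each count stayed within 1.5 times its value (3874, 4278, 3814 and 4662), but the direction of 2 changes reversed: silencing without OHT lowered the number, and OHT raised it in silenced cells.

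Shares are given next as regions of the first list found in the second. With 50% of the own width covered, they were 97.4% of shNT in shNT + OHT, 90.9% of shNT in shCDK12, 78.0% of shCDK12 in shNT, 78.7% of shCDK12 + OHT in shNT + OHT and 77.6% of shCDK12 + OHT in shCDK12. A stricter rule can only lower a share. With reciprocal 50%, all 8 shares moved: 87.7% of shNT in shNT + OHT and 73.0% in reverse, 82.6% of shNT in shCDK12 and 65.3% in reverse, 69.5% of shNT + OHT in shCDK12 + OHT and 68.0% in reverse, 67.7% of shCDK12 in shCDK12 + OHT and 69.6% in reverse. In this last pair the order of the 2 directions changed. Gaps of up to 10 kb gave 80.1% of shNT + OHT in shNT and 81.3% of shCDK12 in shNT. With widths of at least 10 kb, 94.99% of shCDK12 was in shCDK12 + OHT. Joined across 10 kb, 86.4% of shCDK12 + OHT was in shNT + OHT.

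With the widest 3874 regions of each list, shares were 89.5% of shNT in shNT + OHT and 85.1% in reverse, 82.1% of shNT in shCDK12 and 86.5% in reverse, 85.6% of shNT + OHT in shCDK12 + OHT and 84.1% in reverse, and 81.6% of shCDK12 + OHT in shCDK12. With the 3874 highest-scoring, they were 95.02% of shNT in shNT + OHT and 90.3% in reverse, 87.1% of shNT in shCDK12 and 90.8% in reverse, 87.4% of shCDK12 + OHT in shNT + OHT, 95.1% of shCDK12 in shCDK12 + OHT and 86.0% in reverse. With the common minimum score, they were 97.52% of shNT in shNT + OHT and 84.5% in reverse, 86.3% of shNT in shCDK12 and 91.3% in reverse, 90.3% of shNT + OHT in shCDK12 + OHT and 82.5% in reverse, 98.0% of shCDK12 in shCDK12 + OHT and 73.3% in reverse. For shNT and shCDK12 the order of the directions changed under these 3 limits. The lower share of shCDK12 regions found in shNT thus depended on regions that the limits removed. The limits shorten the list and drop narrow or low-scoring regions at once, so list length and weak regions cannot be told apart. For shNT and shNT + OHT the order stayed under the same limits. For the other moves the cause was not tested.

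The median log2 width ratio of shCDK12 + OHT to shNT + OHT was 0.016 under reciprocal 50%, and it stayed above 0. Low scores limit what the lists can show. In the comparisons that differ in 1 factor, 85.5 to 100% of the regions found in only one list of a pair scored below the median of that list. Whether they are missing from the other or fell below its threshold was not tested, and neither was a role of depth.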

Other observations

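The tests in this part were chosen after the results were seen, apart from values repeated from above. Those are the difference in reads between broad and narrow regions, which was not planned in advance either, and the shares of OHT-gained regions against circular shifts. Changes in read density with silencing were alike in the 2 pairs of libraries that share no reads. Over 1630 autosomal ERRs wider than 30 kb and found once in each list, the log2 density ratio of shCDK12 to shNT and that of shCDK12 + OHT to shNT + OHT had a Spearman rho of 0.81 and a Pearson r of 0.82 (0.82 without the 2 regions farthest from the median). The highest rho over 1000 shifts of one series along the genome was 0.08 (two-sided permutation p = 0.002, the smallest they can give). The correlation is across regions, which are not independent replicates. It ranged from 0.69 to 0.88 within single chromosomes. For OHT, the ratios in shNT and shCDK12 cells had a rho of 0.50 and an r of 0.52. Copy number or other differences over many megabases are argued against, since rho was 0.79 within windows of 10 Mb that held at least 5 regions. Region strength and width are argued against as the whole cause, since rho was 0.81 given mean density and width. Denser regions did lose more: the silencing ratio without OHT had a rho of -0.38 with density in shNT + OHT, and the ratio with OHT a rho of -0.62 with density in shNT. A candidate explanation is that silencing of CDK12 shifts the use of early origins, but a difference between the 2 cell populations other than silencing would give the same rho of 0.81, and these cannot be told apart without a further silenced population.

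Reads of broad ERRs rose more with OHT than those of narrow regions, by 0.35 on the log2 scale in shNT cells and 0.50 in shCDK12 cells. Depth alone would raise both kinds alike and is argued against by the difference of 0.35 (interval 0.25 to 0.39). Both kinds were chosen by their width in every list, which leaves out narrow regions that widen with OHT. This choice is argued against as the cause, since the difference was 0.36 in shNT cells (0.27 to 0.41) and 0.52 in shCDK12 cells (0.43 to 0.59) when widths came only from the list without OHT outside the comparison. Narrow regions matched to no single region with OHT remain left out. Of the narrow regions of shNT, 80 of 96 were found with OHT, 2 of them wider than 2 kb, and of those of shCDK12, 96 of 167, with 22 wider. Saturation of the tallest narrow regions is argued against, since the 29 lower ones also rose less than broad regions, by 0.37 in shNT cells (0.26 to 0.45). Wider calls as the whole cause are argued against, since the difference in read density was 0.29 in shNT cells (0.22 to 0.37) and 0.33 in shCDK12 cells (0.24 to 0.44). They may account for part of it, as the difference in reads exceeded that in density by 0.06 in shNT cells (0.00 to 0.09) and 0.16 in shCDK12 cells (0.07 to 0.22). In shCDK12 cells 95.5% of the broad regions lay above the median of the narrow ones, which a more efficient EdU pull-down and a general rise of early synthesis under active MycER would both give, so these cannot be told apart.

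Gained regions lay near older ones. The 987 regions of shNT + OHT outside Y and M that were absent from shNT had a median distance of 110 kb to the nearest shNT region, against 565 kb over circular shifts (two-sided permutation p = 0.002, the smallest that 1000 shifts can give). Placement in the same large parts of the genome is argued against as the whole cause, since shifts of 0.5 to 2 Mb gave a mean of 371 kb (lowest 292). The pattern was no property of OHT alone, since regions gained with silencing lay 96.8 kb from the nearest shNT region. Weak signal at the flanks of strong regions may be called more readily than elsewhere, which the distance of 96.8 kb does not exclude.

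Chromosomes with little ERR coverage gained by the larger factor. Across 23 chromosomes, the log2 ratio of covered length with OHT in shNT cells had a Spearman rho of -0.75 with the share of the chromosome covered in shCDK12 (permutation p = 0.00012, adjusted 0.00012 over 2 relations) and a Pearson r of -0.55 (p = 0.0163, adjusted 0.0163). Without the 2 chromosomes farthest from the median, r was -0.63. In shCDK12 cells, with coverage taken from shNT, rho was -0.82 and r was -0.77 (both p = 2e-05, adjusted 4e-05), and r was -0.79 without the farthest 2. Chromosomes are parts of the same libraries and not independent samples. A gain proportional to both the covered and the uncovered length of a chromosome would give such a relation. Divided by both lengths, the gain had a rho of -0.18 with coverage in shNT cells (permutation p = 0.415, adjusted 0.415 over 2 relations), so there this stays open. In shCDK12 cells rho was -0.60 (permutation p = 0.00321, adjusted 0.00642), which argues against it as the whole cause. The gain per uncovered length rose with coverage (rho 0.96 in shNT cells and 0.79 in shCDK12 cells), which a lack of length that can become an ERR on dense chromosomes does not forbid, so that lack stays open in both backgrounds. No biological explanation was tested.

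The share of OHT-gained regions found in shCDK12 (53.7%) lay above the 22.0% of circular shifts but below the lowest of 1000 simulated unchanged sets (55.5%), so a shared control list stays open as the source of the excess over the shifts. It also lay below the range with lists of equal size (39.7% against 58.0 to 70.6%) and with the common minimum score (32.3% against 53.9 to 67.1%). For shCDK12 + OHT the share of 71.4% passed the highest simulated set (67.3%), but with lists of equal size 63.5% lay inside the range (74.0% with the common minimum score lay above it), so a shared effect of OHT and the shared control cannot be told apart. The simulation gave every list the same chance of detection, whereas the lists differed in size and in reads, and it did not match the data: simulated sets gained 587 regions on average, against 988, and found 89.3% of the kept regions again, against 93.9% in shCDK12 and 93.2% in shCDK12 + OHT.

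On chromosome Y, the lists held 8 regions with 45998 reads in shNT, 9 with 119927 in shNT + OHT, 10 with 39249 in shCDK12 and 12 with 84364 in shCDK12 + OHT. These values entered the totals above, and the region at 16897201 to 16897600 was also among the narrow regions used as a reference. Whether these reads came from chromosome Y itself was not tested, so they are not shown to be early replicating regions.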
